A study of Mus musculus with 12 samples. Its data were reported in "Disruption of tRNA threonylation triggers RIG-I mediated anti-tumour immune response" (2026).

How the data were processed

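Ribosome profiling and total RNA sequencing were performed on B16F10 cells, a mouse melanoma line. The cells carried either a control short hairpin RNA (shCtr) or hairpin number 2 against Osgep (shOSGEP). Osgep encodes the catalytic subunit of the KEOPS complex, which makes N6-threonylcarbamoyladenosine (t6A) next to the anticodon of tRNAs that read codons starting with A (ANN codons). Groups and replicate numbers were taken from the sample labels. The 12 libraries fell into 4 groups of 3, namely shCtr and shOSGEP ribosome-protected fragments (RPF) and shCtr and shOSGEP total RNA. The RPF and the total RNA library of one genotype and replicate number were treated as one cell sample, which gave 6 cell samples.

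Per the labels, elongation was stopped with cycloheximide, the lysate was digested with nuclease, and active ribosomes were captured on beads with a puromycin analogue. Short fragments were then size-selected on a gel and made into libraries with several amplification steps. The unit of both deposited tables was the read count per Ensembl gene, as whole numbers with no normalisation. The authors trimmed adapters and random bases from the RPF reads with Cutadapt and, for their own codon analysis, kept a narrow range of fragment lengths and perfect matches to coding transcripts aligned with STAR. Their methods name GRCm38 as the genome, but their reporting summary gives a different build for the ribosome profiling transcriptome. The build behind the deposited counts is therefore uncertain. The step that turned alignments into the deposited count tables, its annotation release, its use of strand and its treatment of reads with several matches were not stated for this experiment. The RNA sequencing section of the study names a TruSeq kit with poly-A selection and Salmon, but its data statement lists that experiment as a separate series. It was therefore judged not to describe the total RNA libraries analysed here, whose kit remained unknown. Reads of near-identical genes can therefore be split between copies or lost, which bears on histone genes, small RNAs, pseudogenes and nuclear copies of mitochondrial genes.

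Each table held 55487 genes, and no column was left without a sample. Gene symbols, biotypes and GRCm38 coordinates came from GENCODE release M21, in which 55141 gene IDs were found and 346 were not. The tables contained ribosomal and other noncoding RNAs next to protein-coding genes. With M for mega, total counts ranged from 12.9 to 40.3 M in the RPF libraries and from 46.7 to 81.1 M in the total RNA libraries. Only 4.42 to 17.0 M RPF counts per library fell on protein-coding genes. Intervals given for shares and ratios of counts cover counting error only, since amplified reads without molecular identifiers are not independent molecules.

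Replicates were first compared with each other. The chi-square statistic per degree of freedom between replicates of one group was at least 165 for RPF and at least 81.1 for total RNA, so no library was a copy of another of its group within sampling noise.

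Counts were analysed in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, after the use of edgeR and DESeq2 on triplicates with shCtr as the reference that the study states in that RNA sequencing section. Genes were kept with filterByExpr, libraries were scaled with TMM factors, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. RPF and total RNA libraries were fitted separately. The change in translational efficiency, the ratio of RPF to total RNA, was tested as the interaction of assay and genotype in one model over all 12 libraries, with TMM factors computed within each assay and genes kept by the filter in both. Counts per M (CPM) were computed with the same TMM library sizes, and log2 CPM used a prior count of 2. Changes per replicate are the difference in log2 CPM between shOSGEP and shCtr libraries with the same replicate number. They have no test of their own.

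The replicate numbers of both genotypes came from the labels. Whether they pair the samples was checked from the correlation, across genes, of the deviations of same-numbered libraries from their group means. It was 0.58, 0.50 and 0.65 for replicates 1, 2 and 3 in RPF and 0.52, 0.55 and 0.29 in total RNA. Each was over 0.1, so the samples were treated as paired in an alternative fit with the replicate number as an additive term (the replicate block). The methods of the study name no block, and the main comparisons have none.

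Gene lists were fixed before the data were examined and tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, with adjustment over 9 lists per family. A pair of lists held proteins that the study had found only in aggregates of shOSGEP cells or only in those of shCtr cells, and one was the study's random list. These came from its proteomics and not from these libraries. The lists for the RIG-I-like receptor pathway, the interferon response, the integrated stress response, mitochondrially encoded genes and cytosolic and mitochondrial ribosomal proteins were chosen for this work. Of the 78 proteins of the shOSGEP aggregate list, 77 matched a gene. Differences between aggregate lists were tested by two-sided permutation of genes with 100000 resamples. Genes are not replicates, so such p-values describe these libraries. The share of ANN codons was computed from the longest coding sequence of each gene in GENCODE M21.

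The genes named in the text followed a rule set before the data were examined. It covered 18 fixed genes of the t6A, RIG-I and stress pathways. For each family it added the 3 genes with the largest positive and the 3 with the largest negative change past the adjusted threshold, with a mean of at least 10 CPM and no overlap between groups, or, where no gene passed, the 3 genes of at least 10 CPM with the smallest unadjusted p.

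Alternatives set beforehand were RLE size factors, the Wald test of DESeq2 1.42.0, no filter beyond 1 count, at least 10 counts in every library, the study's thresholds of an unadjusted p under 0.05 with an absolute log2 change over 0.5, the replicate block, a block by cell sample, a joint fit of all 12 libraries, TMM over all 12 libraries, camera with an estimated correlation, fry, means in place of medians, the codon relation without the start codon, with at least 10 CPM or corrected for GC content and length, and leaving out each library or cell sample in turn. Protein-coding genes only, limma voom with sample quality weights and the replicate block for the codon relation were chosen after seeing the data. The procedure was tested on simulated counts with 200 genes changed 2-fold to 16-fold. At the common dispersion of the real data, edgeR recovered 53.8% of the 195 changed genes that passed the filter in RPF. It recovered 77.5% of the 200 in total RNA and 50.8% of the 193 for translational efficiency. Every simulated gene had the same dispersion, with no replicate effect and no outlying library. The simulation therefore does not show what could be called in the real libraries.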

Results

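To examine how loss of Osgep changes the transcripts of melanoma cells and their occupancy by ribosomes, RPF and total RNA were sequenced from B16F10 cells expressing shCtr or shOSGEP, with 3 replicates of each. Total RNA libraries held 46.7 to 81.1 M counts, of which 88.7% to 93.5% fell on protein-coding genes. RPF libraries held 12.9 to 40.3 M counts and were more uneven in composition. Ribosomal RNA took 27.7% to 67.7% of their counts, mostly through CT010467.1 (ENSMUSG00000106106), an annotated ribosomal RNA gene on chromosome 17 (39846353 to 39848827, GRCm38). This gene alone took 67.5% of the shOSGEP replicate 1 RPF library (95% Wilson interval 67.5% to 67.6%) and 44.2% of the shCtr library of the same replicate, against 26.1% to 33.7% in the other 4 RPF libraries. The shOSGEP replicate 1 RPF library consequently had the fewest counts on protein-coding genes, 4.42 M.

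The knockdown was assessed first. Osgep (ENSMUSG00000006289, chromosome 14, 50906478 to 50924893, minus strand, GRCm38) measured 15.0 ± 0.971 CPM in shCtr total RNA and 4.76 ± 3.62 CPM in shOSGEP total RNA (SD, n = 3 each). The remaining level differed between replicates. Relative to the shCtr library of the same replicate, 4.25% of Osgep RNA was left in replicate 1, 44.03% in replicate 2 and 44.4% in replicate 3. In RPF, Osgep measured 6.57 ± 1.63 CPM in shCtr and 3.68 ± 1.26 CPM in shOSGEP (SD, n = 3 each), with 63.1%, 52.3% and 50.1% left in replicates 1, 2 and 3. The gene was lower in 3 of 3 replicates in both assays. Its fitted change was −1.65 in total RNA (SE 0.77, edgeR adjusted p 0.975) and −0.84 in RPF (SE 0.39, edgeR adjusted p 0.9998) on the log2 scale, which did not pass the threshold. Osgep rested on 38 reads in the shOSGEP replicate 1 total RNA library and on 59 to 235 reads in each RPF library. The largest shift under an alternative came from leaving out shOSGEP replicate 1, which gave −1.13 in total RNA and −1.10 in RPF.

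**Figure D1:**
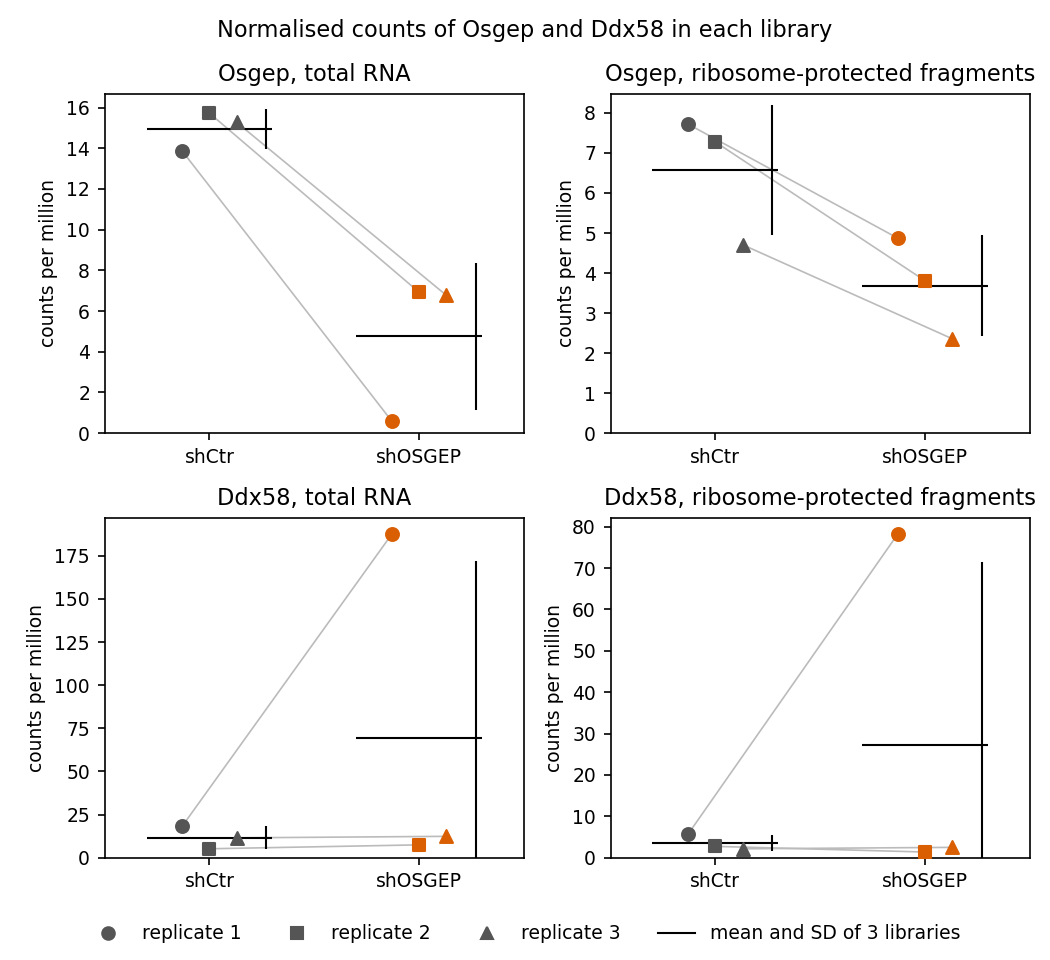
Counts per M (TMM-scaled, linear axes from 0) of Osgep and Ddx58, the gene for RIG-I, in total RNA and RPF. Each point is one library, its shape gives the replicate, grey lines join libraries with the same replicate number, and black bars give the mean and SD of 3 libraries (SD bars end at 0 where they would fall below it). Osgep fell in each of the 3 replicates, while Ddx58 stood at 188 CPM in the total RNA of shOSGEP replicate 1 and at 18.3 CPM or less in the other 5 total RNA libraries.

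Genome-wide comparisons asked which genes changed in RNA level, in footprint level and in translational efficiency. No gene passed an adjusted p of 0.05 in the main comparisons. In RPF, 0 of 13529 genes were called, and 139 had an unadjusted p under 0.05, of which 37 were lower in shOSGEP and the others higher. In total RNA, 0 of 14516 genes were called, with 259 at an unadjusted p under 0.05, 221 of them higher. For translational efficiency, 0 of 12560 genes were called and 17 had an unadjusted p under 0.05. With the replicate block, 1 gene was called in total RNA, Cdsn, and 0 were called in RPF and for translational efficiency, where 549 and 42 genes had an unadjusted p under 0.05. The settings that moved these counts most were the absence of a filter on low counts in RPF (229 calls) and for translational efficiency (21), and the thresholds of the study in total RNA (223). Genes whose 3 shOSGEP values all lay on one side of the 3 shCtr values made up 5.07% of genes in RPF, 7.08% in total RNA and 4.25% for translational efficiency, below the 10% that chance gives for 3 against 3 without pairing. By pairs, 30.9% of genes in RPF, 33.9% in total RNA and 22.7% for translational efficiency changed in the same direction in all 3 replicates, against 25% by chance. Genes are correlated, so neither share was tested.

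Replicate 1 contributed more of the difference between genotypes than the other replicates. In total RNA, 3103 genes differed by more than 1 on the log2 scale between the shOSGEP and shCtr libraries of replicate 1, compared with 602 in replicate 2 and 594 in replicate 3. In RPF the numbers were 3802, 1173 and 1217. Changes correlated weakly between replicates across genes, with Pearson r of 0.19, 0.16 and 0.06 in total RNA and 0.01, 0.13 and 0.10 in RPF for replicates 1 and 2, 1 and 3, and 2 and 3. Genes are not independent replicates, so these values are descriptive.

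**Figure D2:**
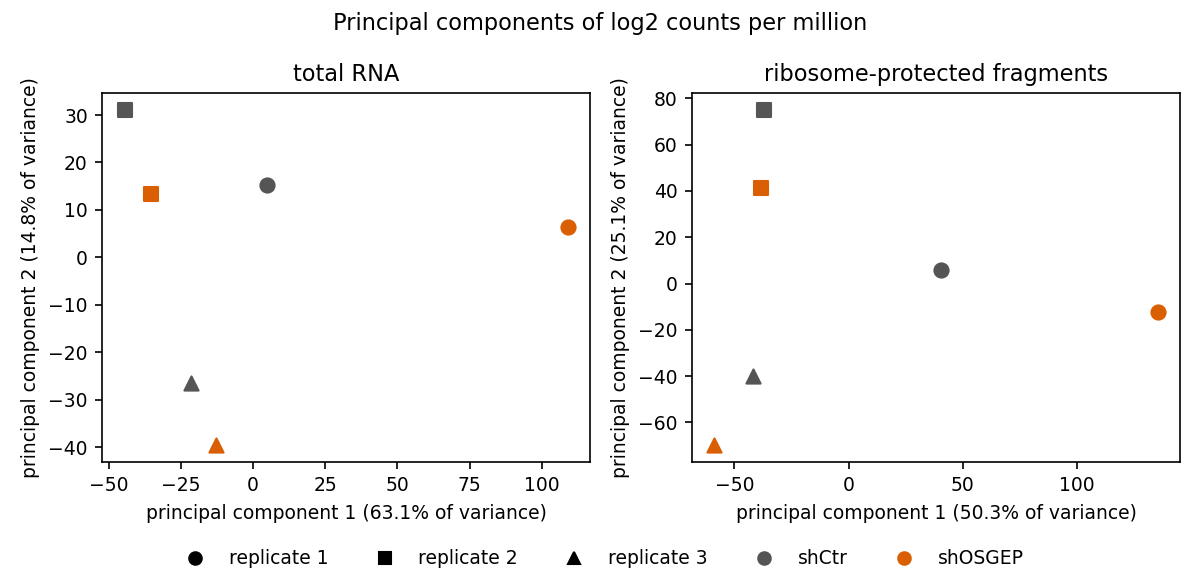
First and second principal components of log2 CPM over the tested genes, for total RNA (left) and RPF (right), with one point per library, colour for genotype and shape for replicate. The first component held 63.1% of the variance in total RNA and 50.3% in RPF, and shOSGEP replicate 1 lay farthest along it in both assays.

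Since no gene passed the threshold, the genes with the smallest unadjusted p were examined in each family. In total RNA these were Cdsn, Herpud1 and Atf4. Cdsn (ENSMUSG00000039518, chromosome 17, 35552128 to 35557180, plus strand, GRCm38) rose from 1.58 ± 1.17 to 51.99 ± 28.5 CPM (SD, n = 3 each). Its fitted log2 change was 5.03 (SE 0.68) and it was higher by 4.83, 5.31 and 5.16 in replicates 1, 2 and 3. The edgeR adjusted p of Cdsn was 0.975 without the block and 0.029 with the replicate block. Herpud1 (chromosome 8, 94386438 to 94395377) changed by 0.75 (SE 0.16) and Atf4 (chromosome 15, 80255184 to 80257541) by 0.61 (SE 0.15), each higher in 3 of 3 replicates and each with an edgeR adjusted p of 0.975. In RPF the 3 genes were Hist1h3a (log2 change −1.53, SE 0.33), St6gal1 (−1.57, SE 0.34) and Trib3 (2.18, SE 0.66), each with an edgeR adjusted p of 0.9998 and the same direction in 3 of 3 replicates. Hist1h3a belongs to a family of near-identical histone genes, so its count is uncertain. For translational efficiency they were Snora74a (1.87, SE 0.75), 2210406O10Rik (7.0, SE 2.81) and Slc35f5 (−1.54, SE 0.62), with edgeR adjusted p of 0.99999 for each. Snora74a is a small nucleolar RNA and has no coding sequence. The value of 2210406O10Rik, an annotated long noncoding RNA, came from 10506 RPF reads in shOSGEP replicate 1, the largest number in any library.

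None of the 18 genes fixed in advance passed the threshold in any family, either over all genes or when adjusted over the list alone (0 genes in each of the 3 families, smallest value 0.086 for Atf4 in total RNA). At an unadjusted p under 0.05 stood 1 of them, Atf4 in total RNA. Ddx58, which encodes RIG-I (ENSMUSG00000040296, chromosome 4, 40203773 to 40239828, minus strand, GRCm38), showed a log2 change of 2.57 (SE 1.23) in total RNA and 2.96 (SE 1.47) in RPF. With the replicate block the change of Ddx58 was smaller, at 1.28 in total RNA and 1.00 in RPF. Its total RNA rose by 3.36 in replicate 1, 0.52 in replicate 2 and 0.11 in replicate 3, and its RPF changed by 3.77, −0.98 and 0.21. Ifih1 behaved similarly, with 2.50, 0.51 and 0.24 in total RNA. Atf4 rose by 0.87, 0.39 and 0.55 in total RNA and by 0.66, 0.35 and 0.34 in RPF. Ddit3 rose by 0.60, 0.54 and 0.76 in total RNA and by 0.43, 0.80 and 1.49 in RPF. The remaining 13 genes, among them Lage3, Trp53rkb, Tprkb, Gon7 and Yrdc of the t6A pathway and Cgas, Tmem173, Mavs, Tbk1, Irf3, Eif2ak1, Eif2s1 and G3bp1, changed by −0.36 to 0.78 in RPF and by −0.27 to 0.23 in total RNA. In translational efficiency the 18 genes changed by −0.19 to 0.92, and Osgep itself by 0.81 (SE 0.91).

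Gene lists were then compared, to ask whether pathways shifted together. With camera at the preset correlation, 5 of 9 lists passed an adjusted p of 0.05 in RPF, 2 in total RNA and 1 for translational efficiency. The interferon response list had a median log2 change of 2.07 in total RNA (51 of 52 genes higher, camera adjusted p 3.68e-16) and of 1.75 in RPF (49 of 51 genes higher, 2.00e-15). With the replicate block the median of this list was 1.10 in each assay. Its size rested mostly on replicate 1. In total RNA the median change was 2.91 in replicate 1, 0.22 in replicate 2 and 0.20 in replicate 3, and in RPF it was 2.61, 0.09 and 0.24. Without shOSGEP replicate 1 the fitted median became −0.093 in total RNA (camera adjusted p 0.19) and −0.19 in RPF (0.046). That fit keeps the replicate 1 control, whose list stood 0.89 above the other controls in total RNA, so its sign is not evidence of a fall, and by pairs the medians of replicates 2 and 3 stayed above 0. The integrated stress response list had a median of 0.57 in total RNA (42 of 44 genes higher, camera adjusted p 4.77e-27) and of 0.47 in RPF (38 of 44 genes higher, 9.19e-13). Its median was above 0 in each of the 3 replicates, at 0.82, 0.33 and 0.54 in total RNA and 0.75, 0.27 and 0.36 in RPF. Without shOSGEP replicate 1, in a fit that keeps its unpaired control, it was 0.32 in total RNA and 0.12 in RPF. Its translational efficiency did not pass the threshold (median −0.01), although it did in that unpaired fit (median −0.20, camera adjusted p 0.010), and its medians by pairs were 0.06, −0.09 and −0.16.

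The 13 mitochondrially encoded genes were lower in RPF (median −0.97, 13 of 13 genes lower, camera adjusted p 1.08e-10) and in translational efficiency (median −0.73, 13 of 13 lower, 1.46e-12). Their RPF median was −3.46 in replicate 1, −0.77 in replicate 2 and −0.34 in replicate 3, while their total RNA changed by −1.07, 0.17 and 0.23. The RIG-I-like receptor pathway list was higher in RPF (median 0.49, 8 of 10 genes, camera adjusted p 0.024) and the list of shCtr aggregate proteins lower (median −0.20, 8 of 11 genes, 0.040). With the replicate block these 2 lists no longer passed, at 0.056 and 0.15, and 3 RPF lists remained. Leaving out shOSGEP replicate 1 but not its control brought the RIG-I-like receptor pathway median to 0.0026, and by pairs it was 0.84, −0.24 and 0.20. Medians of the random list and both ribosomal protein lists lay between −0.05 and 0.01 in each family, and none of these passed. No list held under fry or camera with an estimated correlation after adjustment. The smallest unadjusted p there was 0.022, for the integrated stress response in total RNA with an estimated correlation. Adjusted over the list alone, 0 genes were called in any list and family, as over all genes. The list with the most genes at an unadjusted p under 0.05 was the integrated stress response in total RNA, with 21 of 44.

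**Figure D3:**
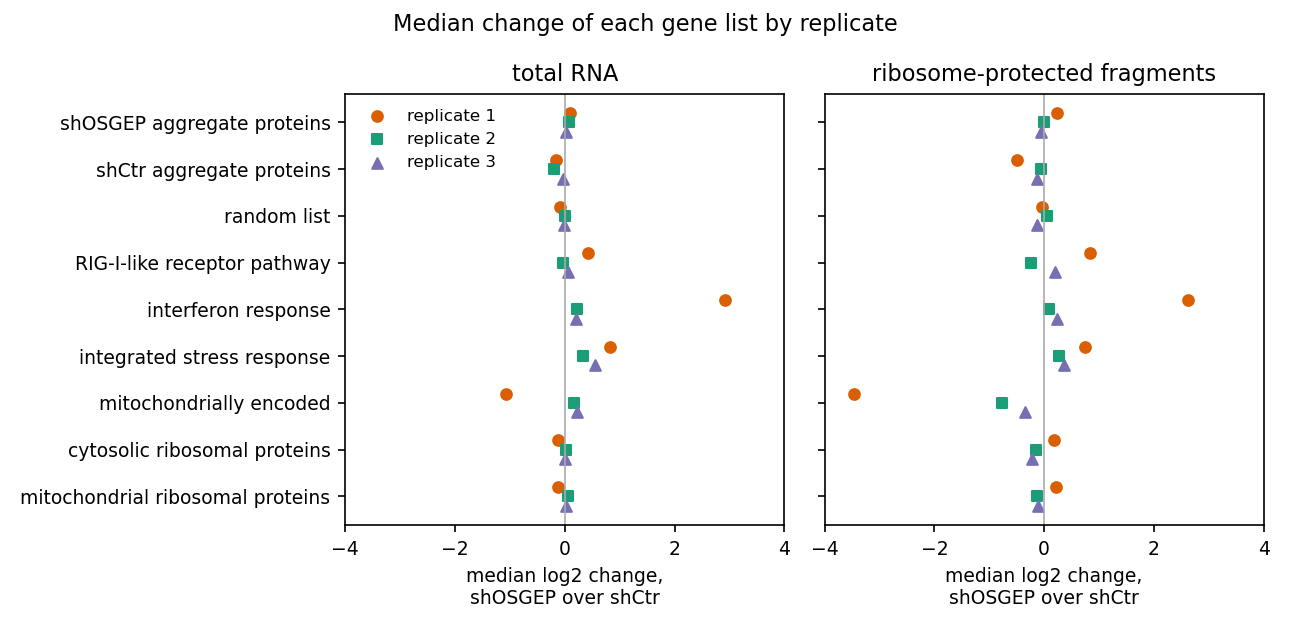
Median log2 change of shOSGEP over shCtr for each gene list, in total RNA (left) and RPF (right), with one point per replicate. The interferon response reached 2.91 in the total RNA of replicate 1 and 0.22 or less in the other replicates, whereas the integrated stress response lay above 0 in each replicate of both assays.

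For transcripts whose proteins had been found in aggregates, the study compared a ribosome stalling value pooled over positions of each gene. It also compared the occupancy of codons at ribosomal sites. Both used read positions, which gene counts lack, so the change in RPF count of whole genes is a different measure. Here the median RPF change of 77 shOSGEP aggregate genes exceeded that of 11 shCtr aggregate genes by 0.27 on the log2 scale (two-sided permutation test over genes, p 0.040, adjusted over both comparisons 0.066). It exceeded that of 75 genes of the random list by 0.11 (permutation p 0.066, adjusted 0.066). In total RNA the median was 0.069 for the shOSGEP aggregate list, −0.16 for the shCtr aggregate list and −0.0042 for the random list. For translational efficiency these medians were 0.033, −0.050 and −0.047. The lists thus differed in the same direction in RNA level, although the differences in RNA and efficiency were not tested. Per replicate, the median RPF change of the shOSGEP aggregate list was 0.23, 0.01 and −0.06. For the shCtr aggregate list it was −0.49, −0.06 and −0.12, and for the random list −0.05, 0.05 and −0.13. Over the fits without one library, the difference from the shCtr aggregate list stayed above 0, at 0.25 to 0.39. The difference from the random list was −0.04 without shOSGEP replicate 1 (permutation p 0.61), in a fit that keeps its unpaired control. It was 0.23 without shOSGEP replicate 3 (permutation p 0.0015). Taking means in place of medians gave 0.12 (permutation p 0.56) and 0.20 (permutation p 0.0042).

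Changes in RPF and total RNA were related across 12560 genes, with Pearson r of 0.71 and Spearman rho of 0.67. The r within single replicates was 0.69, 0.32 and 0.37, and without shOSGEP replicate 1 the fitted changes gave 0.41. As t6A serves the decoding of ANN codons, the ANN share of each coding sequence (median 26.96%, available for 11247 of the 12560 genes) was compared with the change in translational efficiency. Spearman rho across genes was −0.04, and it was 0.11, −0.20 and −0.08 in replicates 1, 2 and 3. Genes are not independent replicates. The slope of log2 RPF over total RNA on ANN share was −0.0060 ± 0.018 per percentage point in shCtr and −0.0087 ± 0.022 in shOSGEP (SD, 3 cell samples each). The slopes differed by less than the spread between replicates (two-sided exact permutation test, p 0.80, where the smallest possible is 0.1). The A-site occupancy of single codons needs read positions and was not analysed here.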

Values the study reported

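For the codon analysis of its ribosome profiling, the study reported a mean of 3.8 M uniquely mapped reads per sample.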

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

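The alternatives were fixed before the data were examined, apart from the 3 that processing names as chosen afterwards. The direction of Osgep and its side of the threshold held under RLE size factors, the replicate block and each fit without one library, with log2 changes from −2.03 to −1.13 in total RNA and from −1.10 to −0.60 in RPF over the latter.

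The count of 0 genes called in RPF became 1 with the DESeq2 Wald test (Gm29374, named after its value was seen), 229 without a filter beyond 1 count and 139 with the study's thresholds. The count of 0 in total RNA became 8 with DESeq2, 1 with the replicate block (Cdsn), 2 with limma voom and sample quality weights (Cdsn and Gm45234, the latter named after its value was seen) and 223 with the study's thresholds. The count of 0 for translational efficiency became 21 without a filter and 17 with the study's thresholds. RLE size factors, at least 10 counts in every library and protein-coding genes only left each count at 0, as did the absence of a filter for total RNA, the joint fit for RPF and total RNA and, for translational efficiency, DESeq2, voom, TMM over all 12 libraries and the replicate block by cell sample. So did each fit without one library or cell sample, with 84 to 563 genes at an unadjusted p under 0.05 in RPF, 82 to 967 in total RNA and 22 to 83 for translational efficiency. Without the filter, edgeR's prior degrees of freedom in RPF were infinite instead of 3.05, so no gene kept a quasi-likelihood spread of its own. Of the 229 calls, 165 changed most in replicate 1 and 149 were among the genes of the filtered fit, where none was called. The study's thresholds apply no adjustment for multiple tests.

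The number of lists past the threshold fell to 0 in each of the 3 families under camera with an estimated correlation and under fry. The camera runs differed only in the inter-gene correlation, preset at 0.01 or estimated, and the list medians were the same in both. The camera calls therefore depended on the preset value, and their small p-values hold only under it. For the integrated stress response in total RNA, the camera adjusted p was 4.77e-27 with the preset and 0.195 with the estimate. Why the calls were lost under fry was not tested. For RPF it was 3 with the replicate block. It ranged from 3 to 7 in RPF, from 3 to 6 in total RNA and from 1 to 5 for translational efficiency over the 6 fits that each left out one library or cell sample. Under RLE size factors, cytosolic ribosomal proteins turned to 0.00077 in RPF and 0.013 in translational efficiency, mitochondrial ribosomal proteins to −0.0026 in total RNA and the integrated stress response to 0.0049 in translational efficiency. With the replicate block, mitochondrial ribosomal proteins turned to −0.026 in RPF and −0.017 in total RNA, and Tmem173 in RPF to −0.074. All these medians lay close to 0 in the main comparisons. The replicate block changed no other call, and with it the aggregate difference was 0.27 from the shCtr list and 0.078 from the random list.

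Medians of 15 of the 27 list results changed sign when single libraries were left out. In RPF the ranges were −0.13 to 0.18 for the shOSGEP aggregate list, −0.19 to 2.55 for the interferon response, −0.28 to 0.25 for cytosolic and −0.16 to 0.15 for mitochondrial ribosomal proteins. In total RNA they were −0.14 to 1.05 for the RIG-I-like receptor pathway, −0.093 to 2.59 for the interferon response, −0.42 to 0.30 for mitochondrially encoded genes, −0.13 to 0.046 for cytosolic and −0.13 to 0.074 for mitochondrial ribosomal proteins. In translational efficiency they were −0.18 to 0.15 for the shOSGEP aggregate list, −0.0033 to 0.10 for the RIG-I-like receptor pathway, −0.076 to 0.14 for the interferon response, −0.20 to 0.15 for the integrated stress response, −0.26 to 0.18 for cytosolic and −0.22 to 0.18 for mitochondrial ribosomal proteins. Where the interferon response reversed, the library left out was shOSGEP replicate 1, or shOSGEP replicate 1 or 3 for translational efficiency. These fits keep the control of the library left out, without its pair. The replicate 1 control stood 0.89 above the other controls in the interferon response in total RNA, so that reversal does not show a fall in the remaining pairs. The integrated stress response kept its direction and its place past the camera threshold in each of the 6 fits in both assays (0.12 to 0.70 in RPF and 0.32 to 0.67 in total RNA), as did the mitochondrially encoded genes in RPF (−1.53 to −0.36) and translational efficiency (−1.12 to −0.56).

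The difference of the shOSGEP aggregate list was 0.12 from the shCtr aggregate list and 0.20 from the random list when means replaced medians. It ranged from 0.25 to 0.39 and from −0.038 to 0.23 over the fits without one library. Pearson r of RPF and total RNA changes ranged from 0.41 to 0.67 over those fits. The codon correlation ranged from −0.19 to 0.15 and the slope difference from −0.013 to 0.0095, so their sign depended on single cell samples. Leaving out the start codon, keeping genes of at least 10 CPM in both assays and correcting for GC content and length kept it, with correlations from −0.04 to −0.01. The cause of these shifts was not tested. For the named genes, 126 of 129 combinations with the replicate block, RLE or DESeq2 were recorded with the same direction and side. For 3 of these, Ddx58 in both assays and 2210406O10Rik in translational efficiency, DESeq2 gave no adjusted p, so the direction held but the side is unknown. Besides Tmem173, Cdsn in total RNA passed with the replicate block (5.14) and with DESeq2 (5.03).

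The shOSGEP replicate 1 RPF library held the fewest protein-coding counts, 4.42 M, but whether depth limits the RPF results was not tested. With 3 libraries per group, edgeR recovered 49 of 49 genes changed 16-fold in RPF counts simulated at the common dispersion of the data, but 105 of all 195 changed genes, and the unrecovered ones were among the smaller changes. At a lower dispersion of 0.02 it recovered 193 of 196, so the loss in these simulations went with the spread between replicates. All simulated genes shared one dispersion and no library stood apart, so these rates cannot be taken as those of the real libraries. In simulated total RNA, 50 of 50 genes changed 16-fold were recovered. Cdsn, with a log2 change of 5.03 in the real total RNA, had an edgeR adjusted p of 0.975.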

Other observations

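The tests below on mitochondrial genes, melanocyte transcripts, Osgep footprints, depth, the shared replicate effect and knockdown strength were chosen after the result was seen, and the others before. The RPF libraries held a mean of 9.74 M counts on protein-coding genes. The value quoted from the study above is lower but is a different measure. It covers uniquely mapped, perfectly matching reads of a selected length on coding transcripts. The rules behind the deposited counts are unknown, so the difference has no clear meaning.

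The real split called 0 genes in each family, so that all 10 of the 10 splits of the 6 samples had as many was fixed beforehand and decides nothing. Since 3 samples against 3 make only 10 splits, chance was not excluded for the lists or the codon correlation either. As many lists past the camera threshold came from 8 of the 10 splits in RPF, 10 in total RNA and 10 for translational efficiency, and a codon correlation as large from 9. Single lists differed where they had passed. A median as large came from 1 split in total RNA and 5 in RPF for the integrated stress response. For the interferon response these were 5 and 6. For the mitochondrially encoded genes they were 1 for translational efficiency and 2 in RPF. The real split is itself counted, so 1 is the fewest possible and does not exclude chance. Since the numbers pair the samples, the real split was also set against the 4 splits that part all 3 pairs. With the replicate block, the real one had the most genes at an unadjusted p under 0.05 in RPF (549) and in total RNA (449) and was the only one of the 4 with a called gene in total RNA. For translational efficiency 2 of the 4 had as many genes at that p. Without the block, the real split of the 4 had the largest median for the integrated stress response and the interferon response in both assays. The margin was small for the interferon response, at 2.07 against 1.95 in total RNA and 1.75 against 1.69 in RPF. The mitochondrially encoded genes were likewise largest in RPF and translational efficiency. Being the largest of 4 does not exclude chance. The other 6 splits put both samples of some replicate on one side, and so mix differences between replicates into the contrast.

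The interferon response and Ddx58 rose in replicate 1 far more than in the other replicates. Depth of the RPF library as the whole source is argued against by the total RNA of the same cells, where the list rose by 2.91. RNA from leukocytes is argued against by a median leukocyte transcript of 0.294 CPM in the shOSGEP replicate 1 total RNA, against 0.119 CPM in its control. Of the 12 markers, 8 were under 1 CPM there, with Ptprc at 0.077 and Tyrobp, Cd52, Srgn and Cd3e at 0, although Cd74 reached 108 CPM. At least 1 control expressed 2 of the 12 above 1 CPM, and none was in another tested list. Fibroblast RNA is argued against by 7 of 12 fibroblast transcripts that stayed under 1 CPM, among them Col3a1 and Mgp at 0, although Col1a1 rose to 15.3 and Pdgfrb to 36.3 CPM and the median went from 0.162 to 0.527 CPM. Of these 12, 5 were above 1 CPM in at least 1 control. An effect of replicate 1 of equal size in both arms would raise its control as much. That control exceeded the mean of the other controls by a median of 0.89 only, which argues against it. A shared effect that was stronger in the shOSGEP arm is not excluded, since the control was itself raised. In RPF, ribosomal RNA took 44.8% of the replicate 1 control and 67.7% of shOSGEP replicate 1, against 35.7% or less in the other libraries. Stronger knockdown is a candidate explanation that stays open. Replicate 1 had 4.25% of its Osgep RNA left, but its Osgep RPF, at 63.1% against 52.3% and 50.1%, fell least of the 3. With 3 pairs of which 2 have nearly equal knockdown, a relation cannot be tested, so it cannot be told apart from any other event in that one sample. In replicates 2 and 3 the total RNA median of the list, at 0.22 and 0.20, was small but exceeded at least 99.99% of 10000 random lists matched on expression. Its RPF median in these replicates, at 0.089 and 0.24, exceeded only 84.8% and 94.1% of such lists. Shares of random lists describe single pairs of libraries and not the spread between cultures.

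Replicate 1 also lost melanocyte transcripts in total RNA. All 11 markers were lower there, with a median of −2.52 and falls from −0.41 (Sox10) to −3.83 (Pmel). In replicate 2 the 11 were lower too (median −0.48), while replicate 3 had 2 lower. A lower share of melanoma cells would lower all of them alike, and the spread of 3.42 between the smallest and the largest fall argues against it as the whole cause. A change of state of the cells in replicate 1 remains open and was not tested.

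Osgep footprints fell less than Osgep RNA in replicate 1. The remaining RPF was 14.9 times the remaining RNA, with a 95% counting interval of 9.51 to 23.2, so counting noise is argued against. In replicates 2 and 3 the ratio was 1.19 and 1.13, with intervals that include 1. Fragments of the hairpin or of its target site counted as footprints may contribute, but the 59 reads carry no positions in the table, so this cannot be told apart from residual translation of the gene. Reads shared with other loci were not examined.

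The integrated stress response rose in every replicate of both assays, with smaller differences between replicates than the interferon response. Replicate 1 as its only source is argued against by replicates 2 and 3, where its median lay above 100% of 10000 random lists matched on expression in both assays. These shares treat genes as independent and describe single pairs of libraries, not the spread between cultures. In total RNA the mitochondrially encoded genes lay above 0%, 99.95% and 100% of such lists in replicates 1, 2 and 3. Footprint depth and ribosomal RNA in the RPF libraries are argued against by total RNA. There the smallest median of the integrated stress response over the 3 replicates was 0.33. In total RNA 35 of the 44 genes were higher in all 3 replicates, and 29 in RPF. An increase of stress response transcripts after Osgep knockdown is therefore a hypothesis that these data leave standing. Whether footprints rise as much as RNA stays open. By pairs, the medians of replicates 2 and 3 were 0.33 and 0.54 in total RNA and 0.27 and 0.36 in RPF. Without shOSGEP replicate 1 the fit, which keeps its unpaired control, gave 0.32 in total RNA and 0.12 in RPF, with translational efficiency at −0.20 (camera adjusted p 0.010). An effect of the hairpin other than through Osgep was not tested, since one hairpin was sequenced. The list did not pass under fry or an estimated correlation.

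Mitochondrially encoded footprints fell in every replicate while their RNA did not. Less RNA is argued against in replicates 2 and 3, where the total RNA median was 0.17 or more. Less mitochondrial material in the RPF libraries would lower mitochondrial ribosomal RNA as well. Relative to protein-coding reads, that changed by 0.026 and 0.079 on the log2 scale in replicates 2 and 3, which argues against it as the whole source of lower RPF there, but by −1.34 in replicate 1, where RNA also fell and part of the −3.46 may come from it. In total RNA it rose by 0.419 and 0.204 in replicates 2 and 3. Relative to RNA it was therefore lower in RPF, and part of the fall in translational efficiency may come from that. In replicates 2 and 3, 12 of the 13 genes had lower RPF. A lower translation of mitochondrial messages is one candidate explanation. A different capture or fragment length of mitochondrial ribosomes and reads shared with nuclear copies were not tested.

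Cdsn was the one gene called with the replicate block and rose about equally in each replicate. Activation of the region around it is argued against by the 4 tested genes within 100 kb, with a median log2 change of −0.091 and a highest value of 0.31 (Mucl3). Its RPF rose too, from 0.811 to 13.9 CPM on average. Whether the rise follows from Osgep loss or from this hairpin or its integration was not tested.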
